# CD133 Positive Embryonal Rhabdomyosarcoma Stem-Like Cell Population Is Enriched in Rhabdospheres

**DOI:** 10.1371/journal.pone.0019506

**Published:** 2011-05-13

**Authors:** Dagmar Walter, Sampoorna Satheesha, Patrick Albrecht, Beat C. Bornhauser, Valentina D'Alessandro, Susanne M. Oesch, Hubert Rehrauer, Ivo Leuschner, Ewa Koscielniak, Carole Gengler, Holger Moch, Michele Bernasconi, Felix K. Niggli, Beat W. Schäfer, Part of this study was conducted in cooperation with the CWS Study Group

## Abstract

Cancer stem cells (CSCs) have been identified in a number of solid tumors, but not yet in rhabdomyosarcoma (RMS), the most frequently occurring soft tissue tumor in childhood. Hence, the aim of this study was to identify and characterize a CSC population in RMS using a functional approach. We found that embryonal rhabdomyosarcoma (eRMS) cell lines can form rhabdomyosarcoma spheres (short rhabdospheres) in stem cell medium containing defined growth factors over several passages. Using an orthotopic xenograft model, we demonstrate that a 100 fold less sphere cells result in faster tumor growth compared to the adherent population suggesting that CSCs were enriched in the sphere population. Furthermore, stem cell genes such as *oct4*, *nanog*, *c-myc*, *pax3* and *sox2* are significantly upregulated in rhabdospheres which can be differentiated into multiple lineages such as adipocytes, myocytes and neuronal cells. Surprisingly, gene expression profiles indicate that rhabdospheres show more similarities with neuronal than with hematopoietic or mesenchymal stem cells. Analysis of these profiles identified the known CSC marker CD133 as one of the genes upregulated in rhabdospheres, both on RNA and protein levels. CD133^+^ sorted cells were subsequently shown to be more tumorigenic and more resistant to commonly used chemotherapeutics. Using a tissue microarray (TMA) of eRMS patients, we found that high expression of CD133 correlates with poor overall survival. Hence, CD133 could be a prognostic marker for eRMS. These experiments indicate that a CD133^+^ CSC population can be enriched from eRMS which might help to develop novel targeted therapies against this pediatric tumor.

## Introduction

The cancer stem cell hypothesis suggests that a small subpopulation of cells sharing common characteristics with normal stem cells (SCs) - such as capacity to self renew, potential to differentiate, extensive proliferation *in vivo*, and resistance to chemotherapeutics - is responsible for tumor development [1] and that tumors are organized hierarchically. This concept was first established in acute myeloid leukemia (AML) [2] and subsequently also in a number of solid tumors such as breast cancer where a CD44^+^/CD24^−/low^ CSC population was identified [3], in brain tumors [4], colon cancer [5], and melanomas [6]. Additionally, CSCs are postulated to be more resistant to standard chemotherapy [7], [8], [9], [10], [11] and might be responsible for tumor recurrence usually observed in the clinics. However, the concept is still controversial and the frequency of CSCs might vary between tumor entities. Some tumors might not be hierarchically organized at all. Therefore, the existence of such a cellular subpopulation most likely has to be established for each tumor type [12].

Rhabdomyosarcoma (RMS) is the most common soft tissue tumor in childhood representing 5 to 8% of all pediatric malignancies [13]. RMS is a member of the small blue round cell tumors additionally comprised of neuroblastoma, non-Hodgkin's lymphoma, Ewing's sarcoma and Wilm's tumor [14]. It occurs in most parts of the body, but more frequent sites are spaces surrounding the brain, the trunk and genitourinary tract [15]. It has been suggested that mesenchymal stem cells (MSCs) might be the origin of rhabdomyosarcomas and accordingly the origin of a potential rhabomyosarcoma stem cell might also be a mesenchymal one [16], [17]. However, some reports indicate that also neuronal cells can transform into malignant myogenic cells after activation and a large number of neuronal genes are expressed in RMS. Hence the origin of potential RMS stem cells remains to be determined [18], [19].

CD133, also known as Prominin1, is a five transmembrane protein with eight potential N-glycosylation sites. It was first described in murine neuroepithelial cells and was recognized as a human hematopoietic SC marker, because hematopoietic CD34^+^ progenitor cells express CD133 [20]. CD133 has been suggested as CSC marker in brain tumors [21], breast [3], colon [22], pancreatic [23], liver [24], skin [25], prostate cancers [26] and Ewing's sarcoma [27]. Furthermore, CD133^+^ glioma stem cells are more resistant to chemotherapy and radiation than bulk and the CD133 negative population [8]. Moreover, CD133 downregulation induced differentiation in neuroblastoma cell lines and thus increased sensitivity to drug treatment [28]. Therefore, CD133 could by itself also represent a potential marker for targeted therapy. Nevertheless, CD133 positive CSC populations in melanoma and prostate cancer are still controversially discussed [29], [30].

Here, we enriched for a CSC population in rhabdosphere cultures which are 100 fold more tumorigenic than adherent cells in xenograft experiments. This subpopulation expressed the stem cell genes *sox2*, *oct4*, *nanog*, *c-myc* and *pax3* to significantly higher levels and retains the capability to differentiate into adipocytes, myocytes and neuronal cells. Furthermore, the known stem cell marker CD133 was upregulated in rhabdospheres. CD133^+^ cells characterize a subpopulation which is more tumorigenic and resistant to chemotherapy than the negative population. In addition, high CD133 expression in human eRMS samples correlated with a poor overall survival.

Thus, our study demonstrates for the first time that rhabdospheres can be formed from eRMS cells which are enriched in a CD133^+^ CSC population.

## Materials and Methods

### Cell culture methods

Rh36 (kindly provided by Peter Houghton (St Jude Children's Hospital, Memphis, TN, USA)), RD, U87MG and MRC5 (purchased from the American Type Culture collection (LGC Promochem, Molsheim Cedex, France)) and Ruch2 (established in house) were cultured in Dulbecco's modified Eagle medium containing 10% fetal calf serum (FCS).

Sphere cultures were derived from and enriched over several passages by seeding the cell lines in a defined serum free medium (SC medium) consisting of Neurobasal medium (Invitrogen) supplemented with 10ng/ml EGF (R&D Systems), 20ng/ml b-FGF (R&D Systems) and 2× B27 (10ml; Invitrogen) [31]. Adipogenesis was induced as described [32], [33]. Briefly, after preparing spheroids, cells were seeded into chamber slides and treated with or without 0.1% DMSO for 3 days. After 8 days in differentiation medium, containing 85nM insulin, 2nM triiodthyronine (T_3_) and 10% FCS, cells were stained with OilRedO (ThermoScientific) [34]. Neurogenesis and Myogenesis were assayed as described [35]. Briefly, cells were seeded into 6 well plates and treated with different concentrations of retinoic acid (RA; 1nM, 10nM, 300nM). After 24 days in differentiation medium containing RA and 0.5% FCS, cells were fixed in 4% paraformaldehyde (PFA) and stained for differentiation markers. Resistance to chemotherapeutics was tested by seeding 2000 cells in a 6-well plate 48 hours before treatment. The cells were treated twice a week with different concentrations of cisPlatin (Sigma; 10 µM and 50 µM) and Chlorambucil (Sigma; 6.45 µM). Twice a week, colonies were counted and documented. For visualizing the colonies, we stained them with crystal violet according to Franken, et al. [36].

### Immunofluorescence, immunohistochemistry and flow cytometry/sorting

For immunofluorescence staining, cells were fixed in 4% PFA and blocked in medium containing 10% FCS and 0.5% Triton. Cells were stained over night at 4°C for CD133 (1/100) (polyclonal antibody, Abcam), GFAP (1/300) (monoclonal antibody, R&D Systems), myogenin (1/2) (F5D; monoclonal antibody, Developmental Studies Hybridoma bank) and N-CAM (1/2) (5.1H11; Developmental Studies Hybridoma bank)). Alexa Fluor 488 or 594 (1/200) (Invitrogen) antibodies were used as secondary antibodies. All stainings were analyzed with an Axioskop2 mot plus fluorescence microscope (Zeiss). Xenograft tumors were embedded in paraffin, fixed and analyzed for H&E, Myogenin (1/20) (Myf4, monoclonal antibody, Novocastra Laboratories Ltd) and desmin (1/20) (monoclonal antibody; Dako) by immunohistochemistry. As secondary antibody a horseradish peroxidase (HRP) labeled rabbit anti-mouse antibody (Epitomics) was used. Stainings were visualized with the Refine DAB-Kit (Leica).

For flow cytometry, cells were trypsinized, washed and stained (1/10) with a fluorochrome labeled antibody (CD133/2-APC, Miltenyi). All samples were measured with a BDFACSCanto II flow cytometer (BD Bioscience) or MoFlo high speed cell sorter (DakoCytomation) and analyzed with the software FlowJo.

### Molecular methods

RNA was extracted using RNeasy Plus Mini Kits (Qiagen). Reverse transcription was carried out using the high-capacity cDNA reverse transcription kit (Applied Biosystems) according to the manufacturer's instructions. RNA and cDNA concentrations were measured with a Nanodrop ND1000 spectrometer. Quantitative Real-Time PCR was performed using validated TaqMan Gene Expression Assays (Applied Biosystems) for POU5F1/OCT3-4 (Hs02397400_g1), NANOG (Hs02387400_g1), SOX2 (Hs01053049_s1), CMYC (Hs00153408_m1), PAX3 (Hs00992437_m1), NMYC (Hs00232074_m1), PROM1/CD133 (Hs01009261_m1) and GAPDH (Hs99999905_m1) as an endogenous housekeeping gene for normalization. Reactions were run using the standard conditions on an ABI 7900HT Fast Real-Time PCR machine. Relative fold difference was calculated using the −ΔΔCt method. Gene expression profiling of different RNA samples from different sphere passages (early = passage 3; intermediate = passage 5 to 7; late = passage 10) and their corresponding adherent control was performed by an Affymetrix Exonmicroarray (HuEx-1_0-st-v2). The samples were analyzed with the Genespring10 and Ingenuity IPA software and compared with published data sets (hematopoietic (GSE2666), FM95 (GSE10435), embryonic skeletal myoblast (GSE3230), mesenchymal stem cells (GSE2248), embryonic stem cells (GSE9440), neuronal cells (GSE10691), glioblastoma cells and patient samples (GSE7181), neurospheres (GSE8049) and prostate cancer samples (GSE10832)). The correlation of the samples was analyzed with a script programmed in R (Functional Genomic Center Zurich).

### Xenograft experiments

Xenograft experiments were approved by the veterinary office of the Canton of Zurich.

Different amounts of adherent cells and their corresponding sphere cultures were injected intra muscularly into the right leg of NOD.CB17-*Prkdc^scid^*/J (NOD/Scid) and NOD.Cg-*Prkdc^scid^ Il2rg^tm1Wjl^*/SzJ (NSG) mice (The Jackson Laboratory) and tumor size was determined every 2 to 3 days by measuring two diameters (d_1_ and d_2_) in right angles of both legs with a calliper. Tumor volumes were calculated using the following formula V = [4/3 π ½(d_1_+d_2_)]_right leg_−[4/3 π ½(d_1_+d_2_)]_left leg_.

### Patient characteristics

76 eRMS patients, 43 male and 33 female patients, were included from the CWS95 study. The age of the patients at diagnosis varied from a few months to 22 years.

### Statistical analysis

For in vitro experiments, Student's t test was used on triplicates. P values of less than 0.05 were considered significant.

## Results

### Rhabdospheres are enriched with cancer stem-like cells

To determine whether RMS cells might contain a subpopulation of CSC cells, we attempted to grow embryonal rhabdomyosarcoma (eRMS) cell lines (RD, Rh36 and Ruch2) as rhabdomyosarcoma spheres (short rhabdospheres) in stem cell medium (SC-medium). A glioblastoma cell line (U87MG) and fibroblast cells (MRC5) were used as positive and negative controls, respectively. Three eRMS cell lines (RD, Rh36 and Ruch2) formed rhabdospheres under these conditions over several passages (Figure 1A). To test, whether sphere cells could be serially enriched, we seeded 20000 sphere cells over several passages into the SC-medium and determined the number of spheres at each passage (Figure 1B). Compared to the positive control U87MG sphere cultures which showed the highest enrichment over 10 passages (up to 1750 spheres per 20000 cells), 1300 spheres were counted for RD cultures after 10 passages, while Ruch2 and Rh36 sphere cultures could also be enriched albeit to a lesser extent (600 counted spheres) indicating that a subpopulation of cells with self renewal property can be enriched from three different eRMS cell lines. To investigate whether this self renewing subpopulation is more tumorigenic than the adherent population, we injected different numbers of RD cells and their corresponding sphere cultures (10^6^, 10^5^ and 10^4^) intramuscularly (i.m.) into the right leg of NOD/Scid mice (n = 6) and measured tumor growth over several weeks (Figure 1C). Xenograft tumors from sphere cultures started to grow around day 40 after injection, compared to adherent cells where we detected the earliest tumor growth around day 80 post injection. Moreover, tumor growth was observed when we injected 100 fold less sphere cells (10^4^), whereas no tumor growth was seen using the same number of adherent cells. 125 days after injection, in two out of six NOD/Scid mice injected with 10^5^ adherent cells, a small tumor was seen, while we detected tumors in every mouse injected with 10^5^ sphere cells already after 60 days. These results were subsequently confirmed in a second mouse strain, namely NSG mice, where tumor growth was observed with 10^5^, 10^4^ and 10^3^ (one out of three mice) injected sphere cells, but only with 10^6^ adherent cells (Figure 1D). Therefore, in both mouse models cells from sphere cultures are more tumorigenic and fewer cells are needed for tumor growth compared to adherent cells. To demonstrate that all xenograft tumors were indeed RMS tumors, we collected tumor samples and constructed a xenograft tissue microarray (TMA) with adherent RD cells and corresponding sphere cultures as controls. Stainings of the TMA with RMS markers, myogenin and desmin, was positive in both adherent cells and spheres (Figure 1E) which were negative for markers of other small blue round cell tumors (CD45, CD99, cytokeratin (CK), S100b, Synaptosin, smooth muscle actin (SMA) and WT1; data not shown). Furthermore, all xenograft tumors displayed typical RMS hallmarks such as multinucleated cells and positive stainings for desmin and myogenin, irrespective of the mouse strain they were grown in. These results confirmed that all xenograft tumors represented RMS tumors with similar features. We conclude from these experiments that a subpopulation of RMS cells can be enriched in sphere cultures over several passages which is more tumorigenic *in vivo* and therefore could represent a potential CSC population.

**Figure 1:**
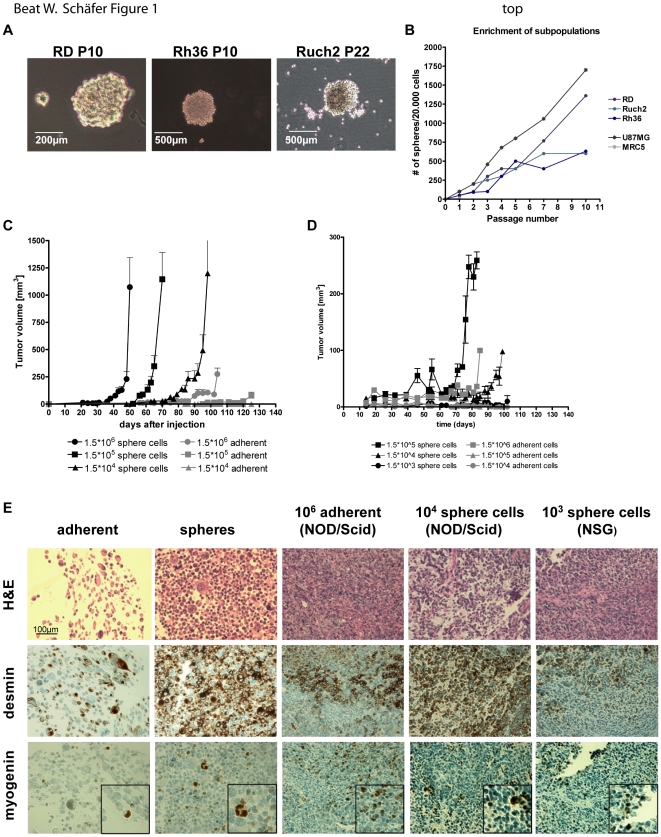
Cancer stem-like cells are enriched in Rhabdospheres. A), B) Embryonal rhabdomyosarcoma (eRMS) cell lines (RD, Rh36 and Ruch2) were cultured in stem cell medium (SC-medium) over several passages. A glioblastoma (U87MG) and a fibroblast (MRC5) cell line were used as controls. A) Representative phase contrast pictures of cultured RD, Ruch2 and Rh36 sphere cultures (400× magnification). B) Subpopulation enrichment over several passages (x-axis) was estimated by counting the obtained spheres per cell (y-axis). C), D) Limited dilution (10^6^, 10^5^ and 10^4^) of adherent versus sphere cells *in vivo*. Cells were intramuscularly (i.m.) injected into NOD/Scid (n = 6) (C) and NSG mice (n = 3) (D) at the indicated numbers and tumor growth (y-axis; tumor volume in mm^3^) was measured over time (x-axis). E) Immunohistochemical (IHC) stainings of xenograft tumor sections on a xenograft tissue microarray (TMA). Adherent and sphere cells were used as controls on the TMA. The TMA was stained for H&E and RMS markers (desmin and myogenin). Representative IHC stainings are shown (400× magnification). The small inserts represent magnifications of positively stained cells.

### Sphere cultures have stem cell characteristics

To further substantiate the notion that rhabdospheres are enriched for CSC, we quantified the expression levels of several known SC genes like *oct4*, *nanog*, *c-myc*, *sox2* and *pax3* with real-time PCR in different passages of sphere cultures (passages 3, 7, 10) compared to adherent cells. While *oct4* and *pax3* showed the highest upregulation in RD sphere cultures (P<0.0001), also *c-myc* (P = 0.0016), *sox2* (P = 0.0068) and *nanog* (P = 0.0028) were significantly upregulated (Figure 2A). Similar results were obtained with Rh36 cells with the exception of *pax3* and *c-myc* which did not change significantly (Figure 2B). This could be due to already high endogenous expression levels in the adherent Rh36 cell line when compared to RD adherent cells (data not shown). Therefore, we selected RD cells for all subsequent experiments.

**Figure 2:**
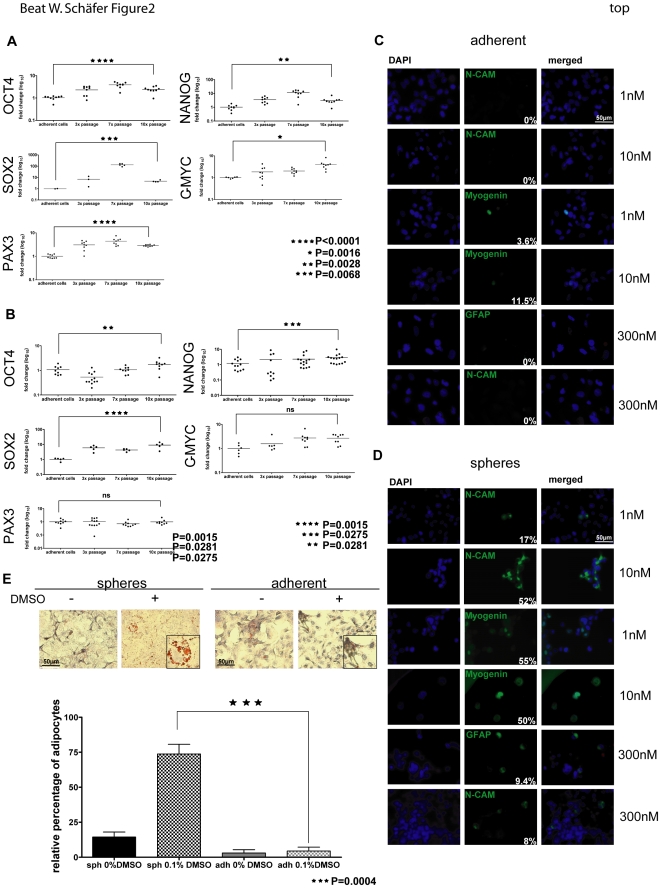
Sphere cultures have stem cell characteristics. A), B) Expression analysis of stem cell genes (*oct4*, *nanog*, *sox2*, *c-myc* and *pax3*) by Real-time PCR. RD (A) and Rh36 (B) adherent cells and 3 different sphere culture passages (3×, 7×, 10×) were compared. C), D) RD cells (C) and their corresponding sphere cultures (D) were treated with retinoic acid (1nM, 10nM, 300nM) for 24 days and stained for differentiation markers (N-CAM, myogenin and GFAP). Percentage of positivity was calculated by counting 3 different random microscopic fields with at least 30 cells. E) RD cells and spheres were treated with 0.1% DMSO for 3 days. After additional 8 days, cells were stained for OilRedO. Percentage of cells with fatty vacuoles was calculated by counting 4 independent slides. Representative pictures and magnifications (small box) of OilRedO stainings are shown. For A) ★★★★ P<0.0001; ★★ P = 0.0028; ★ P = 0.0016; ★★★ P = 0.0068. For B) ★★★★ P = 0.0015; ★★ P = 0.0281; ★★★ P = 0.0275. For E) ★★★ P = 0.0004. Abbreviations: ns, not significant; GFAP, glial fibrillary acidic protein; N-CAM, neural cell adhesion molecule; sph, spheres; adh, adherent; DMSO, dimethylsulfoxid.

It has been shown that cells with multilineage differentiation potential can differentiate into neuronal cells, myocytes and adipocytes after treatment with dimethylsulfoxid (DMSO) or retinoic acid (RA) [32], [35], [37], [38]. On that basis, we next assessed to which extent RD cells can be differentiated towards these lineages. First, we treated adherent and sphere cultures with different concentrations of RA (1nM, 10nM and 300nM). After 24 days, cells were stained with myogenic (myogenin, N-CAM) and neuronal markers (GFAP, N-CAM) (Figure 2C, D). Although adherent cells expressed low levels of myogenin (3,6% and 11,5%) after treatment (Figure 2C), sphere cultures showed much stronger upregulation of myogenin positivity (∼50%) (Figure 2D). The highest expression of N-CAM (52%) was detectable after treatment with 10nM RA. While both spheres and adherent cells were negative for myogenin when treated with 300nM RA, we observed positive stainings for N-CAM and GFAP (9,4%), indicative of neuronal differentiation, only in sphere cultures (Figure 2D) and not in adherent cells (Figure 2C). In contrast, no GFAP positive cell was found after 1 and 10nM RA treatment (data not shown). Untreated controls were negative for all markers analyzed (data not shown).

To differentiate cells towards adipocytes, we treated spheroids from both adherent and sphere cells for 3 days with DMSO. After subsequent cultivation in appropriate differentiation medium for 8 days, around 5% of DMSO treated adherent cells were positive for fatty vacuoles (Figure 2E). However, sphere cultures had positively stained fatty vacuoles in up to 90% (mean 73.75%) of the cells when treated with DMSO (Figure 2E).

In conclusion, sphere cultures had a significantly increased expression level of stem cell genes and regained the capability to differentiate towards neurogenic, myogenic and adipogenic lineages with appropriate stimulants. These results indicate that stem-like cells are enriched in rhabdospheres.

### CD133 is upregulated in sphere cultures

To characterize sphere cultures in further detail and to identify marker proteins specifically up- or downregulated, a gene expression profiling was performed with a human exonmicroarray (HuEx-1_0-st-v2) for both RD and Rh36 cells and three different passages (early, intermediate and late) of their corresponding spheres.

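RD and Rh36 are established embryonal rhabdomyosarcoma cell lines, here grown attached in medium with serum or as spheres in serum-free medium with growth factors. RNA of 16 cultures was hybridized, 2 replicates for each of 8 groups, namely adherent cells and early, intermediate and late spheres of each line. Early spheres were taken at passage 3 and late spheres at passage 10. Intermediate RD spheres came from passage 7 in replicate 1 and passage 5 in replicate 2, and both replicates of intermediate Rh36 spheres came from passage 7. On an exon microarray the signals of probes along a gene's exons are combined into 1 intensity per gene. The authors deposited such intensities on a linear scale for 26445 features, each listed under an Ensembl gene identifier, with values from 7.77 to 14510. The paper's text does not name the method by which probe signals were combined or the arrays normalized. The median intensity of an array ranged from 77.7 to 113, so the arrays did not share 1 distribution. The highest median and the smallest spread of log2 values, an SD of 1.54, both belonged to RD adherent replicate 2, and among the remaining arrays medians reached 103 and SDs started at 1.65. Intensities were analyzed as log2(intensity + 1), which understates the changes of dim features. Replicates of a group correlated across features with r between 0.953 and 0.987. For each feature limma estimated the mean of every group and 1 spread shared by all groups, and p-values were adjusted by the method of Benjamini and Hochberg. With 2 arrays per group the number of arrays limits the precision of every value. The gene symbols behind the identifiers were not used here, so features are given by identifier.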

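Over all 26445 features, the correlation between 2 arrays of the same cell line had a median of 0.970 across 56 pairs, against 0.949 across the 64 pairs of an RD with an Rh36 array. The mean distance, taken as 1 minus Pearson's r, was 0.0591 between lines and 0.0396 within a line, a difference of 0.0195 (two-sided permutation test of the line labels, p = 1.5e-04). For each of the 16 arrays the most similar other array was of the same line. RD adherent cells lay farthest from the rest of their line. Their correlation with RD spheres ranged from 0.827 to 0.977 with a median of 0.925, whereas RD spheres correlated with Rh36 arrays with a median of 0.951. Accordingly, average-linkage clustering on these distances first separated the 2 RD adherent arrays from the other 14. When each feature was centred on its mean before the correlation, or when only the 1000 features with the largest variance were used, the first division placed all 16 arrays with their own line. The same division was obtained for the remaining 15 arrays without RD adherent replicate 2. Of the sum of squares over all features, 25.0% lay between the lines, 32.3% between adherent cells and spheres within a line, 16.3% between passage groups of spheres and 26.4% between replicates. These shares have unequal degrees of freedom, fewest for the lines, so their sizes do not rank the sources. On principal component 2, with 23.7% of the variance, RD arrays took values from 13.2 to 53.2 and Rh36 arrays from -43.0 to -17.4. With limma, 4557 features differed between the lines at an adjusted p under 0.05, of which 2171 were higher in RD and 2386 higher in Rh36.

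**Figure D1:**
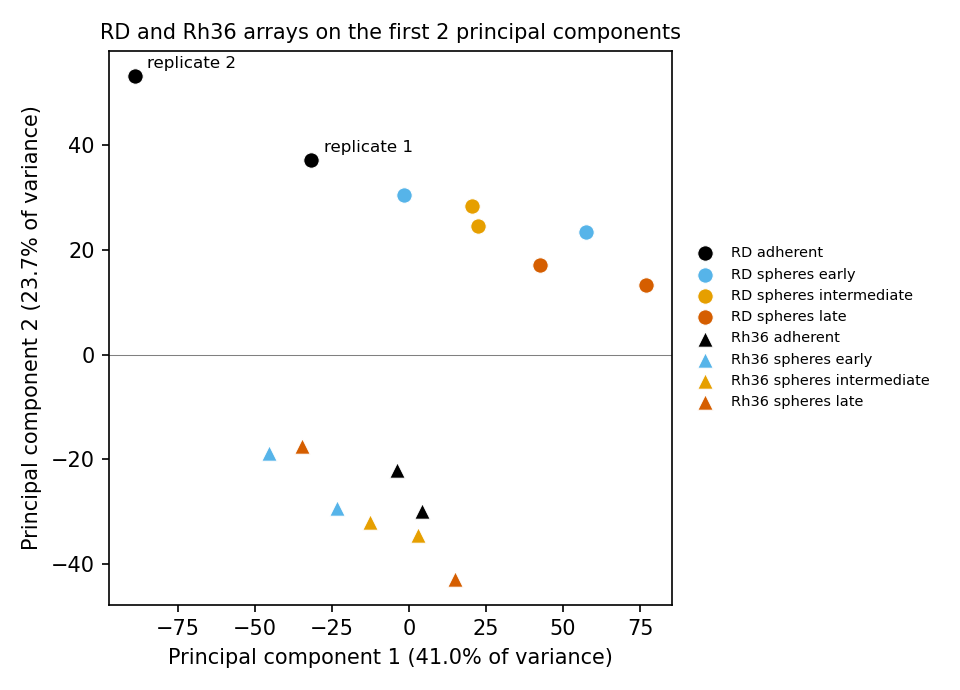
Each point is 1 array, placed by its values on principal components 1 and 2 of the log2 intensities, without unit, with circles for RD, triangles for Rh36 and colours for the culture. All RD arrays lie above 0 and all Rh36 arrays below 0 on component 2, and component 1, with 41.0% of the variance, sets RD adherent replicate 2 apart at -88.9.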

In Figure 3A, a heat map of all samples is shown which revealed that RD and Rh36 cells cluster with their corresponding sphere cells indicating that both cell lines are more different from each other than their different passages. Nevertheless, in total 2217 genes (upregulated 1568 genes, downregulated 649 genes) are differentially expressed in RD spheres compared to adherent cells with a fold change of at least two. 

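The mean of the 3 RD sphere groups differed from the mean of the 2 RD adherent arrays by at least 2-fold in 2166 features, 1465 of them higher and 701 lower in spheres. No test enters this criterion. Of these features, 1998 had all 6 sphere arrays on one side of both adherent arrays, an arrangement that 53.2% of all features showed and that chance gives in 7.14%. The adherent replicates differed from each other by at least 2-fold in 1326 features, more than any other pair of replicates. The choice of adherent array moved the number most. Against adherent replicate 1 alone 765 features were higher and 410 lower, and against adherent replicate 2 alone 2407 were higher and 2871 lower. Against replicate 1 alone, 939 of the 2166 features still changed at least 2-fold in the same direction, and 832 did so against each replicate. In the limma fit 14099 features had an adjusted p under 0.05, 3898 higher and 10201 lower in spheres, with a median log2 change over all features of -0.30. Without RD adherent replicate 2 this number was 495. After median centring of each array, 5349 features were higher and 4097 lower. The largest rise among features whose arrays did not overlap was that of ENSG00000209418, with a log2 intensity of 6.04 ± 0.30 (SD, n = 2) in adherent cells and 10.06 ± 0.32 (SD, n = 6) in spheres. Its log2 change was 4.02 (standard error 0.36, adjusted p = 1.2e-04 from limma with Benjamini-Hochberg adjustment). ENSG00000136546 rose by 3.78 on the log2 scale (standard error 0.30, limma's adjusted p = 7.1e-05), by 4.42 against adherent replicate 1 and by 3.13 against replicate 2. The largest fall was that of ENSG00000104722, with a log2 change of -3.28 (standard error 0.18, limma's adjusted p = 3.4e-06). It was -0.95 in early, -4.25 in intermediate and -4.65 in late spheres, so that its sphere arrays spread with an SD of 1.83. ENSG00000198682 fell from 8.80 ± 0.37 (SD, n = 2) to 5.82 ± 0.45 (SD, n = 6), a log2 change of -2.98 with limma's adjusted p = 3.4e-06. The paper takes its list at this fold change as the starting point, which it then narrows by comparison with other microarray samples.

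**Figure D2:**
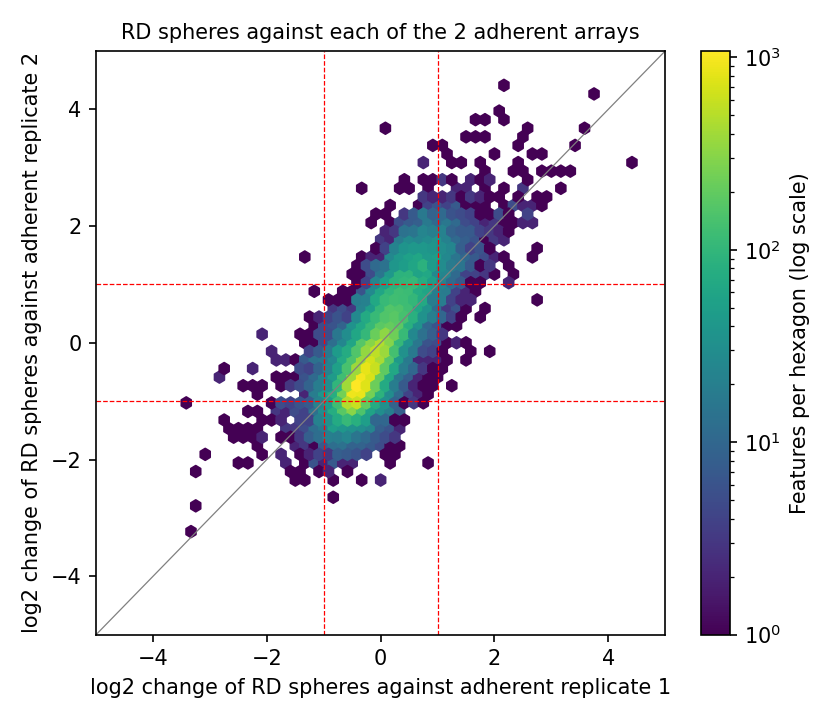
Log2 change of the mean of RD spheres against adherent replicate 1 (x axis) and against adherent replicate 2 (y axis) for the 26445 features, with colour giving the number of features per hexagon on a log scale and dashed lines marking 2-fold changes. The cloud is steeper than the grey line of equal changes, with 1175 features beyond 2-fold against replicate 1 and 5278 against replicate 2.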

To restrict the number of genes and to find potential markers characterizing the rhabdospheres, a metaanalysis with different microarray samples publicly available (hematopoietic, FM95, embryonic skeletal myoblast, mesenchymal stem cells, embryonic stem cells, neuronal cells, glioblastoma cells and patient samples, neurospheres and prostate cancer samples) was implemented. All RMS samples, both adherent and rhabdospheres (red (RD) and pink (Rh36)), clustered together with neuronal and glioblastoma cells and their spheres, and patient samples (depicted in green) (Figure 3B). Due to this observation, we searched for genes commonly up- or downregulated in RD and glioblastoma sphere cultures compared to their corresponding adherent cells with a fold change of at least two (Table 1). 31 genes were identified and further subgrouped according to their subcellular localization; membrane (8 genes), secreted (1 gene), endoplasmatic reticulum ER membrane (1 gene), golgi apparatus (1 gene), cytoplasm (12 genes) and nucleus (8 genes). In addition, 12 genes are commonly downregulated (membrane (6), secreted (2), cytoplasm (4)). To be able to identify and isolate a putative CSC population, we were interested mainly in membrane proteins of which we identified 14 genes. One obvious candidate gene in this list was CD133 or Prominin1 which is a well described SC and CSC marker. Therefore, we validated CD133 as a potential marker of rhabdospheres at the expression level by performing real-time PCR (Figure 3C). In sphere cultures of both RD and Rh36, CD133 expression was indeed significantly upregulated. To verify these results on protein level, RD cells and spheres were stained for CD133 and analyzed by flow cytometry (Figure 3D), fluorescence microscopy (Figure 3E) and western blotting (Figure 3F). In all experiments, CD133 is upregulated in rhabdospheres compared to adherent cells also on protein level.

**Figure 3:**
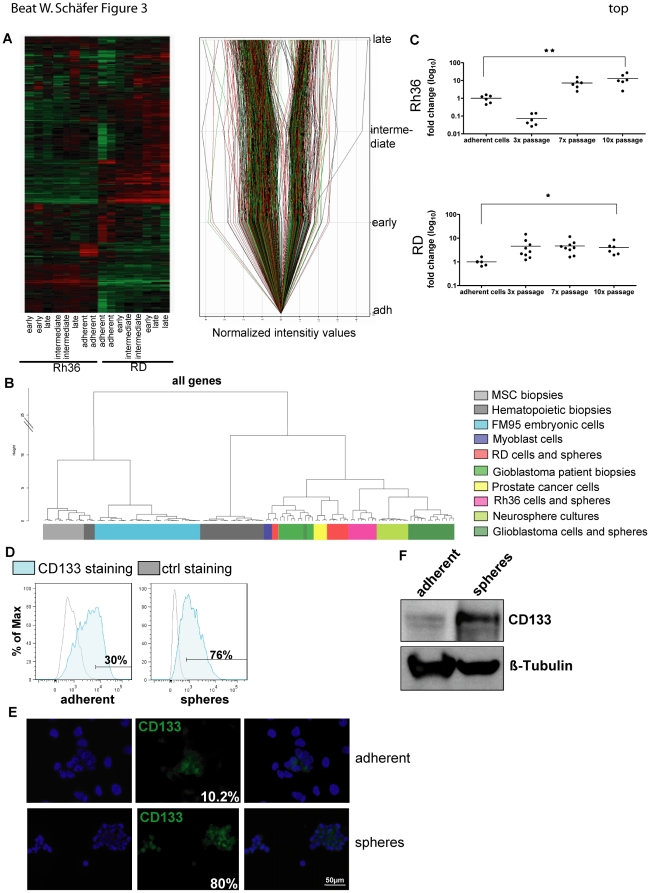
CD133 is upregulated in sphere cultures. Gene expression profiling (HuEx-1_0-st-v2) of two eRMS cells (RD and Rh36) and spheres (early, middle and late). A) left side: Cluster plot of RD and Rh36 cells and spheres. Right side: Analysis of RD samples. Genes, being up- or downregulated in RD spheres with a fold change of at least 2, are shown. B) Correlation plot of a metaanalysis performed with different publicly available expression data (hematopoietic and mesenchymal stem cells biopsies, FM95 cells, embryonic skeletal myoblast cells, embryonic stem cells, neuronal cells, glioblastoma spheres, cells and patient samples, neurospheres and prostate cancer samples) as indicated C) Expression of CD133 mRNA quantified by real-time PCR after correction with GAPDH levels as house-keeping gene. D) Flow cytometry analysis of CD133 (blue) expression. As controls unstained adherent and sphere cells were used, respectively (grey). E) Immunofluorescence staining of CD133 (green) of adherent and sphere cells. The nuclei were counterstained with DAPI (blue). Fields of two independent slides with at least 50 cells each were counted and the percentage of positive stained cells calculated. F) Western blot analysis of CD133 protein expression in adherent and sphere cells. ß-Tubulin was used as a loading control. A representative blot is shown. For C) ★ P = 0.0284; ★★ P = 0.0079. Abbreviations: ctrl, control; MSC, mesenchymal stem cells.

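Taken by passage, early RD spheres had 1202 features at least 2-fold higher and 611 at least 2-fold lower than adherent cells. In intermediate spheres 1153 were higher and 439 lower, and in late spheres 2162 were higher and 2260 lower. In all 3 passage groups 840 features were at least 2-fold higher and 254 at least 2-fold lower. Across features, the changes of the passage groups correlated with r between 0.913 and 0.933. The groups share the adherent arrays, so a correlation arises without any change. When each group mean deviated only by the difference between its own replicates, over the 8 combinations of signs, r ranged from 0.415 to 0.845 with a mean of 0.647, and at most 28 features were 2-fold changed in all 3 groups. Between passage groups set against different adherent arrays, which share no array, r ranged from 0.651 to 0.766. Features are not independent replicates. Against adherent replicate 1 alone the numbers changed at least 2-fold were 951 in early, 931 in intermediate and 2459 in late spheres. At an adjusted p under 0.05 limma counted 1460 features in early, 1145 in intermediate and 14518 in late spheres. At an unadjusted p under 0.05 it counted 11715, 10027 and 16271, so the groups lay closer together before the adjustment. Compared directly, late and early RD spheres differed in 17 features at an adjusted p under 0.05, 12 higher and 5 lower in late spheres, and in 1468 at an unadjusted p under 0.05. The early replicates differed from each other by a log2 SD of 0.45 across features, against 0.29 for the intermediate and 0.35 for the late replicates.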

**Table 1:** List of genes up- or downregulated at least two fold in RD rhabdospheres.

upregulated			downregulated	
Localization	Chosen Gene IDs	Gene Symbol	Chosen Gene IDs	Gene Symbol
**Membrane**	2535	FZD2	2674	GFRA1
	7976	FZD3	3778	KCNMA1
	8842	PROM1	4907	NT5E
	23554	TSPAN12	7010	TEK
	51678	MPP6	7057	THBS1
	55704	CCDC88A	23768	FLRT2
	57633	LRRN1		
	84216	TMEM117		
**Secreted**	255743	NPNT	4015	LOX
			7424	VEGFC
**Golgi apparatus**	22836	RHOBTB3		
**ER membrane**	80055	PGAP1		
**Cytoplasm**	2037	EPB41L2	3433	IFIT2
	3157	HMGCS1	3437	IFIT3
	4133	MAP2	9060	PAPSS2
	6860	SYT4	10231	RCAN2
	9315	C5orf13		
	9456	HOMER1		
	9735	KNTC1		
	54874	FNBP1L		
	55792	PCID2		
	56992	KIF15		
	91057	CCDC34		
	113263	GLCCI1		
**Nucleus**	7552	ZNF711		
	9735	KNTC1		
	10926	DBF4		
	55769	ZNF83		
	64105	CENPK		
	81931	ZNF93		
	84250	ANKRD32		
	90317	ZNF616		
	151648	SGOL1		

These experiments suggest that CD133^+^ cells , a known CSC marker, are enriched in rhabdospheres and CD133 might be a potential CSC marker in RMS.

### CD133^+^ RMS cells are more chemoresistant and tumorigenic

To verify whether a CD133^+^ subpopulation is more tumorigenic and resistant to commonly used chemotherapeutics in RMS, we sorted RD cells for CD133 positive and negative (CD133^+^, CD133^−^) populations (Figure 4A) and performed limiting dilutions by orthotopical injections into NOD/Scid mice using adherent RD cells and unsorted bulk RD cells as controls. In contrast to the control where the highest number of cells injected (10^6^ cells) developed a tumor, mice injected with CD133^−^ cells (10^5^ – 10^2^) did not develop any tumor after 140 days. In contrast, we could detect at least one tumor in the CD133^+^ injected mice in three out of four dilutions (Figure 4B). To demonstrate that these tumors are indeed RMS tumors, we analyzed them by immunohistochemistry using known RMS markers as described before. All tumors were positive for desmin and myogenin and histologically identical with RMS tumors (Figure 4C). To investigate potential resistance to commonly used chemotherapeutics, we seeded sorted cells at low density 48 hours before starting treatment with cisPlatin and Chlorambucil. Cells were treated twice a week and colonies obtained were counted after staining with crystal violet (Figure 4D). CD133^+^ sorted RD cells were more resistant to treatment and formed viable colonies which developed significantly less in the CD133^−^ population.

**Figure 4:**
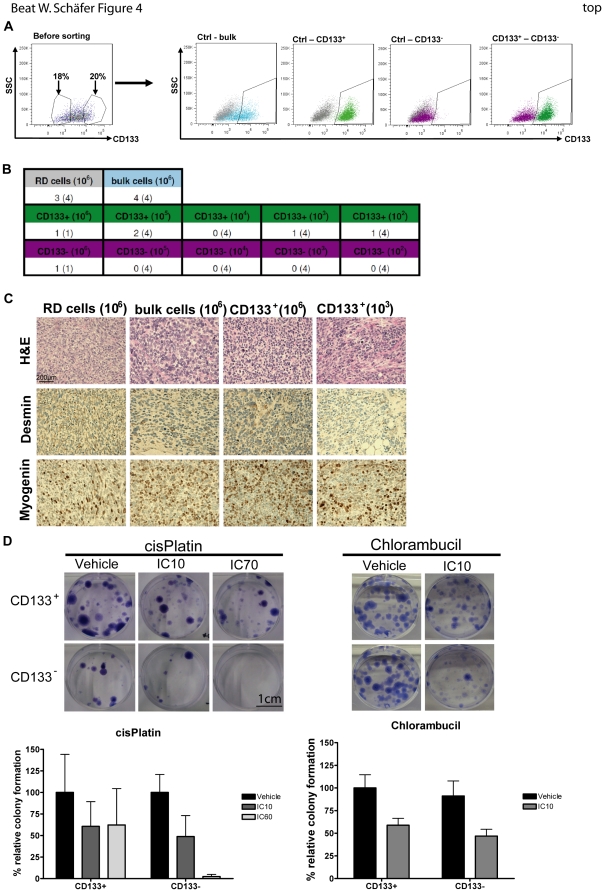
CD133^+^ RMS cells are more chemoresistant and tumorigenic. A) RD cells were stained for CD133 (blue) and sorted into CD133^+^ (green) and CD133^−^ (violet) populations with a MoFlo high speed cell sorter (DakoCytomation). Unstained RD cells were used as control (grey). After sorting the different fractions were reanalyzed by flow cytometry. B) Limited dilutions *in vivo* of different subpopulations (10^6^, 10^5^, 10^4^, 10^3^and 10^2^). Bulk stained (10^6^) and unstained cells without sorting (10^6^) were used as controls. Cells were injected i.m. into NOD/Scid mice (n = 4) and tumor growth measured. Numbers indicate mice with growing tumors. C) Immunohistochemical (IHC) analysis of all xenograft tumors (H&E, Myogenin and Desmin). Representative stainings are shown. D) Clonogenic assay with sorted subpopulations (CD133^+^ and CD133^−^). Cells were treated with cisPlatin (IC10 = 10 µM and IC60 = 50 µM) and Chlorambucil (IC10 = 6.45 µM). Colonies were visualized by crystal violet. cisPlatin: mean of 3 independent sortings ± SEM; Chlorambucil: mean of 2 independent sortings ± SEM. For D) ★★ P = 0.0377; ★ P = 0.0241. Abbreviations: IC, inhibitory concentration; ctrl, control.

Therefore, rhabdospheres are enriched for a CD133^+^ population being more tumorigenic and resistant to cisPlatin and Chlorambucil.

### High expression of CD133 correlates with poor overall survival

Finally, we investigated whether a CD133^+^ subpopulation is also present in human patient material. To this end, we stained a human RMS TMA, first described by Wachtel [19], for CD133. For quantification, we scored for two variables, namely intensity of staining and number of positive cells. The added scores were used to classify the tumors as having negative, low, middle or high expression. ERMS patients showing no or low to intermediate CD133 expression showed an overall survival around 75% which is comparable with the survival rate of translocation negative RMS patients [39]. In contrast, patients with high expression of CD133 had a clearly worse survival (less than 50%, p = 0.0272, Figure 5A). Representative tumor sections of high, intermediate and low CD133 stainings are shown in Figure 5B.

**Figure 5:**
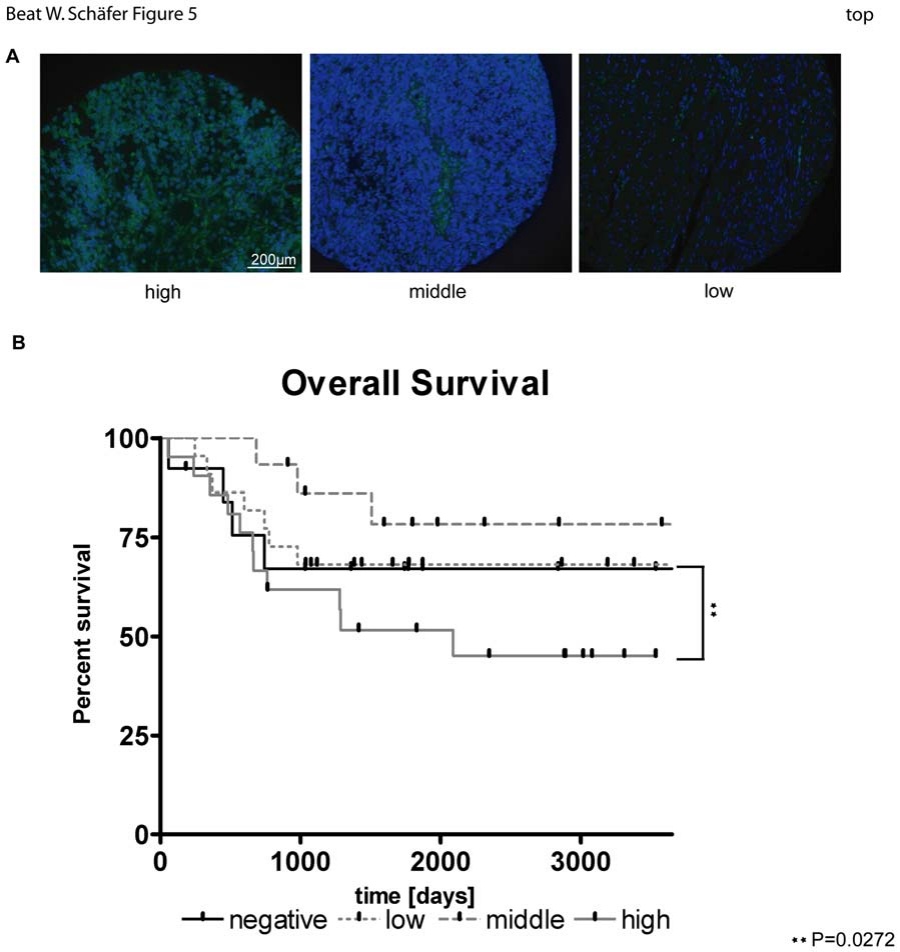
High expression of CD133 correlates with a poor survival rate. Immunofluorescence staining of a human RMS TMA with CD133 (green). Nuclei were counterstained with DAPI (blue). Two values were chosen for scoring: Staining intensity (1 = low, 2 = middle and 3 = bright) and number of positive cells (0 = 0; 1 = 1–10; 2 = 11–20; 3≥21). Both values were added up to the scorings negative (0 and 1), low (2 and 3), middle (4) and high (5 and 6). A) Stainings of representative tumor sections are shown for high, middle and low scorings. B) Overall survival of eRMS patients as shown by a Kaplan-Meier curve. For A) ★★ P = 0.0272.

These results therefore indicate that CD133 is a potential CSC marker in eRMS that might identify eRMS patients with a poor outcome.

## Discussion

Due to a better understanding of tumor organization, new treatment approaches that target directly a CSC population now seem possible [22]. It has been reported that not only leukemia [2] and carcinomas [3] have a subpopulation of cells with self renewal properties [27], but also some sarcomas such as Ewing's sarcoma might follow the cancer stem cell model [1]. For the most common sarcoma in childhood, RMS, no clear subpopulation has been identified until now [16], [17]. Therefore, we used a functional approach to investigate whether rhabdomyosarcoma tumors might have a subpopulation enriched in CSCs and are hierarchically organized.

We first adopted a sphere forming assay to enrich a subpopulation with stem cell properties *in vitro*. Testing different conditions of growth factor concentrations and media, sphere formation over several passages could be observed only in one condition which was described previously as a neuronal stem cell medium [31]. Several lines of evidence then indicate that these rhabdospheres are enriched for stem-like cells. First, limiting dilution in two different immunosuppressed mouse strains indicate that the rhabdosphere population is at least 100 fold more tumorigenic than adherent cells. In contrast, culturing cell lines representing the alveolar subtype of RMS in the same stem cell medium leads to formation of spheres which surprisingly were not tumorigenic after injection into immunosuppressed mice (data not shown). Hence, it seems unlikely that media conditions themselves were responsible for induction of the observed phenotypes and rather selection of a preexisting subpopulation was occurring specifically in eRMS. Second, our data analyzing expression levels of stem cell genes in rhabdospheres compared to adherent cells demonstrate that the stem cell genes *oct4*, *nanog*, *sox2*, *c-myc* as well as *pax3*, are significantly upregulated. While *sox2*, *nanog*, and *oct4* are required for induction of the pluripotent stem cell phenotype, *c-myc* expression also correlates with tumor formation and upregulation of this oncogene could trigger the higher tumor initiating potential [40]. *Pax3* is a known developmental marker expressed during muscle and brain development, repressed in adult tissue and connected to tumor formation and a poor overall survival [41], [42], [43].

As an additional hallmark of cancer stem cells [1], we investigated whether rhabdospheres have the potential to differentiate into multiple lineages. Indeed, rhabdospheres treated with DMSO and RA, respectively, differentiate towards adipogenic, myogenic and neurogenic lineages similar to what has been observed in cells with multilineage differentiation potential such as embryonal carcinoma cells [32], [33], [35]. These data support the concept that rhabdospheres contain cells with stem-like features and that RMS tumors are hierarchical organized [1].

Previous studies have suggested that mesenchymal stem cells could be the origin of RMS [17], [44], [45]. In contrast, our metaanalysis of exon microarray data with published data sets revealed that RMS samples had an expression profile more similar to neuronal cells and patients than mesenchymal stem cells. Furthermore, expression profiles also detected a large number of neuronal genes being expressed in RMS biopsies [19], [46], [47], [48] such as *pax3* which is crucial for the development of both the myogenic and neuronal lineage [42]. Interestingly, it has been demonstrated earlier that a population of myogenic, myf-5 positive cells can be derived from neural tube during mouse development [49]. These myf-5 positive cells co-express both neuronal and muscle markers, raising the intriguing possibility that the cell of origin of our CSC population could also be a multipotential stem cell derived from cells in the neuronal compartment. In support of this, it has also been described that neuronal stem cells can differentiate into malignant muscle cells after activation [18]. However, this issue needs to be addressed further in the future.

Previous studies have shown that CD133 marks hematopoietic stem cells [20] and cancer stem cells [29], in particular neuronal and mesenchymal CSCs [21]. Moreover, a CD133^+^ population was identified as a CSC population in sarcomas such as Ewing's sarcoma [27] and osteosarcoma [50] which was more resistant to chemotherapy and radiation [7], [8], [9], [10], [11]. It was therefore not surprising that CD133 emerged as a marker for RMS CSC in our study as well. Interestingly, also the fraction of CD133^+^ cells in both Ewing's sarcoma and RMS seem to be similar. It has been reported that expression of FGFR3 might mark a tumorigenic subpopulation in RMS. However, we did not find an increase in mRNA expression of this receptor in rhabdospheres (Figure S1). The same report also found that CD133 positive cells were not more tumorigenic than the negative population. However, the discrepancy with our study might be explained by the different CD133 epitopes that were used in the two studies. Here, using CD133 as a marker to sort cells which were then injected orthotopically into mice without prior cultivation in stem cell media, we readily detected tumor growth at lower cell numbers in CD133 positive versus CD133 negative cells. Indeed, in the CD133^+^ injected group one mouse at every dilution developed a RMS tumor which was not observed in the CD133^−^ population. The relatively low tumorigenicity detected in the sorted population in general is likely due to impaired viability of the cells by the sorting procedure. Interestingly, CD133^+^ sorted cells were also more resistant to cisPlatin and Chlorambucil treatment suggesting that anti-apoptotic or mismatch repair proteins are active. Indeed, we observed upregulation of several transcripts encoding mismatch repair proteins in rhabdospheres (data not shown).

Finally, we stained a human RMS tissue microarray (TMA) [19] for CD133 to demonstrate that a CD133^+^ population is also present in human tumor biopsies. Patients with high positivity for CD133 were found to have the worst overall survival, which could be explained by a higher recurrence. However, in a multivariate analysis using a cox regression model, we were not able to demonstrate that CD133 is an independent prognostic marker for eRMS since the number of patients in this group was too low. More patients will have to be included therefore in a future study. Nevertheless, CD133 might represent the first candidate marker to identify eRMS patients with poor survival and might be used to stratify patients in the future.

### Conclusion

Overall, our results demonstrate that cells with self renewal property that can drive tumorigenicity and have the potential to differentiate into multiple lineages are enriched in rhabdospheres. With CD133, we identified an already known CSC marker in an additional sarcoma [27], [50] whose expression also correlated with a poor prognosis in eRMS patients. Further characterization of this CD133 positive CSC population might lead to a better understanding of the development of RMS. It now seems possible to screen directly for therapeutically active substances targeting the CSC subpopulation in eRMS to further advance treatment of this childhood sarcoma.

## Supporting Information

Figure S1 **Prominin and fibroblast growth factor receptor (FGFR) expression in adherent and sphere cells.** A) Prominin1 and Prominin2 gene expression profiles in adherent and sphere cells analyzed by Genespring10 software. Intensity values were normalized to adherent cells. B) FGFR1, FGFR2, FGFR3 and FGFR4 gene expression profiles in adherent and sphere cells. Intensity values were normalized to adherent cells. C) Quantitative Real-time PCR with primers for FGFR3 (Hs00997400_g1) and for GAPDH was done with cDNA of adherent cells and three different passages of sphere cells. Quantitative results are indicated in arbitrary units (AU). FGFR3 was not differentially expressed in sphere cells compared to adherent cells.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

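Gene expression was measured with an exon microarray in RD and Rh36 cells, as adherent cells and as early, intermediate and late spheres, with 2 replicates in each of the 8 groups and 16 arrays in all. Arrays were assigned to groups and replicates from the sample labels, whose passages were checked against those named in the paper's methods.

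The authors deposited 1 intensity per array and Ensembl gene identifier on a linear scale, for 26445 features. According to the labels the RNA was amplified, converted to cDNA and labelled with biotin before hybridization. The paper names Genespring among the software with which the arrays were analyzed. Its text does not name the summarization of probes, the background correction or the normalization between arrays, and its statistics section names Student's t-test for in vitro experiments on triplicates and no test for the arrays, which are duplicates, so applying it to them here is an alternative only. The deposited intensities differ in their distribution between arrays, with medians from 77.7 to 113 and means from 180.4 to 206, so the features were not brought to 1 distribution. No 2 arrays held identical values. No measure of signal over background was used here.

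The intensities were transformed to log2(intensity + 1). Differences between groups were fitted with limma 3.58.1 in R 4.3.3 on all 26445 features and 16 arrays, with 1 coefficient per group, a spread shared by the groups and limma's empirical Bayes moderation, with 8 residual degrees of freedom. The comparisons were spheres against adherent cells in each line, with the 3 passage groups weighted equally, each RD passage group against RD adherent cells, late against early spheres, the difference between the sphere effects of both lines, their mean, and RD against Rh36. Features with a Benjamini-Hochberg adjusted p under 0.05 were counted. The number of features changed at least 2-fold was taken from group means without a test, following the criterion the paper states. Arrays were clustered by average linkage on 1 minus Pearson's r, and the difference between the mean distance across and within lines was tested with 100000 permutations of the line labels. Plots were drawn with matplotlib 3.10.9.

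The features named in the text were fixed by rule before the data were examined: the genes the paper names, where a table pairs identifiers with genes, and otherwise the 2 largest rises and 2 largest falls in RD spheres among features with an adjusted p under 0.05 whose 6 sphere arrays all lie on the same side of both adherent arrays. The table of gene names at hand, with 59792 rows, held an Ensembl identifier in 0 of them, so 0 features were matched to a symbol. The genes the paper names could therefore not be looked up, and whether a feature named here is one of them was not examined. The comparison with public microarray samples and the real-time PCR were not analysed here.

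The fit was tested on simulated arrays with the real feature means and residual SDs, in which 200 of 26445 features were changed 2-fold or 4-fold. For RD spheres against RD adherent cells 79.5% of the changed features were recovered, 63% of the 2-fold and 96% of the 4-fold changes, with 11 unchanged features called. For the difference between the sphere effects of both lines 60.5% were recovered, and for late against early RD spheres 65%. The simulated arrays varied independently for each feature, without variation shared across an array.

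The alternatives set before the data were examined were log2(intensity + 16), quantile normalization, median centring of each array, leaving out the dimmest 20% of features, an intensity trend with a robust prior, the replicate number as a block, only the arrays of 1 line, the 6 spheres as 1 group, the methods' t-test, an added 2-fold threshold, other ways of counting the 2-fold lists, other distances, linkage and feature sets for the clustering, and leaving out each array in turn. Array weights from limma, each array's position on an array-wide axis as a covariate, and quantile normalization with RD adherent replicate 2 left out were added after the data had been seen. The axis is the difference between the 2 Rh36 late sphere arrays over all features, or, for comparisons within Rh36, between the 2 RD early sphere arrays.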

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

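Chosen only after the result had been seen were the tests of compression, of the array-wide axis, of brightness-matched features for admixture and of RD adherent replicate 2 alone, and the count of features still called after correction, whereas the median position for admixture, the disjoint sets of arrays and the other splits were chosen beforehand.

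RD adherent replicate 2 stood apart from its line. Its mean correlation with the other RD arrays was 0.893, where those of the other 7 RD arrays ran from 0.942 to 0.968. Among 16 such comparisons over the arrays or the sphere arrays of a line, 2 passed the limit, and chance puts about 5% past it. Its compressed distribution does not account for this, since after quantile normalization, which gives all arrays the same distribution, its mean correlation was 0.895 against at least 0.947 for the others. Admixture with Rh36 cells was examined on 810 features that differed at least 2-fold between RD spheres and Rh36. On a scale from 0 for RD spheres to 1 for Rh36 its median position was 0.53 and that of RD adherent replicate 1 was 0.35. This planned comparison decided nothing, since the shift lay mostly in the 550 features higher in RD. Their median position was 0.50 in replicate 1 and 0.75 in replicate 2. In the 260 features higher in Rh36 it was 0.10 and 0.18, a smaller move in the direction that admixture predicts. A comparison with equally bright features was therefore added after the result was seen. Relative to equally bright features, the log2 difference of replicate 2 from replicate 1 had a median of -0.11 in the 260 features higher in Rh36, with 35.8% above 0, where Rh36 cells in the sample would raise them. In the features higher in RD it was -0.45. The difference between the adherent replicates correlated across features with the difference between the 2 Rh36 late sphere arrays, with r = -0.50, although these pairs share no array and no cell line. This was the largest r in size among the Rh36 replicate pairs. The others gave -0.22 for adherent cells, -0.22 for early and 0.25 for intermediate spheres. The sign of r carries no meaning, since replicates have no order. A source of variation that acts on whole arrays, such as RNA quality, amplification or the state of a culture, is therefore a candidate explanation. The deposited labels give no batch by which it was tested, and a biological difference between the 2 adherent cultures stays open.

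Rh36 late spheres replicate 1 had a mean intensity of 195, where the other 5 Rh36 sphere arrays had means from 204 to 206. This array belongs to the pair that defines the array-wide axis used for RD. With 16 comparisons made, chance alone can give such a flag, and no biological explanation was tested. Without this array 489 features were called for Rh36 spheres against Rh36 adherent cells, against 533 with it.

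The sphere effect differed between RD and Rh36 in 10812 features at an adjusted p under 0.05 in limma's test of the difference itself, 2838 of them with the higher change in RD and 7974 with the higher change in Rh36. The number rests on single adherent arrays. It was 412 without RD adherent replicate 2, 615 without Rh36 adherent replicate 1 and 347 without Rh36 adherent replicate 2, and 14289 without RD adherent replicate 1. The size of the difference changed most with the RD adherent arrays, with 4175 features at least 2-fold apart in the full set, 2221 without RD adherent replicate 2, 8390 without RD adherent replicate 1, 4847 without Rh36 adherent replicate 1 and 3932 without Rh36 adherent replicate 2. Across features the difference correlated with that between the Rh36 late replicates with r = 0.60. By the criteria first written, a fall by over 1.5 times without the array and a correlation with the axis, both RD adherent replicate 2 and the axis fit as candidate explanations of the count. Whether they are its whole cause was asked in a further test, added once those criteria had been met, with at most 10 remaining calls as its limit. The count without the array and the 156 calls with each array's position on the axis as a covariate both lay past this limit. The limit was set after these counts were known, so the further test cannot decide whether either explanation accounts for every call. A different response of the 2 lines to sphere culture stays open.

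In Rh36 spheres, for which the paper gives no list of changed genes, 533 features differed from adherent cells, 159 higher and 374 lower. No other division of the 8 Rh36 arrays into 6 and 2 gave as many calls, so that the real split was 1 of 28. Replicates of a group resemble each other, so divisions that keep such a pair together are favoured. The rank therefore does not exclude chance. The next largest split set the early spheres apart, with 74 calls against 347 for the real split in the same fit. Estimates from the replicate 1 arrays alone and the replicate 2 arrays alone, which share no array, correlated across features with r = 0.58 before and 0.58 after removal of the axis given by the RD early pair, and 217 features changed at least 2-fold in the same direction in both sets and 4 in opposite directions. The count fell to 153 without Rh36 adherent replicate 1, to 145 without Rh36 adherent replicate 2, and to 326 and 331 without the intermediate replicates 1 and 2. The agreement of sets without a common array argues against a difference that rests on 1 adherent array alone. Its cause stays open, and the design does not separate the change of medium from growth as spheres.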

How the results depend on the processing

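The settings with array weights, with the array-wide axis as a covariate, and with quantile normalization and RD adherent replicate 2 left out together were chosen after the data had been seen. The array weights came out equal for the 2 replicates of each group, at 0.42 for both RD adherent arrays. These weights therefore could not set RD adherent replicate 2 below replicate 1. The 4 named features had an adjusted p under 0.05 in limma in each of 26 alternatives, where the highest adjusted p was 0.019, with the array-wide axis as a covariate. They were chosen on the same arrays for large changes without overlap, so their direction was fixed by that choice wherever 1 array was left out.

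RD spheres differed from RD adherent cells in 14099 features, and under log2(intensity + 16), a filter on dim features, an intensity trend, only RD arrays, spheres as 1 group and the methods' t-test at its threshold the number stayed between 10486 and 14104. Another scaling changed the balance of directions. Of the called features 27.6% were higher in spheres in the deposited scale, 43.3% after quantile normalization (9828 features) and 56.6% after median centring (9446 features), while the median log2 change over all features went from -0.30 to -0.09 and -0.02. The called features shared with the deposited scale, 8590 and 7992, all had the same direction. The number dropped to 2128 with array weights, to 106 with the axis as a covariate, to 1014 with the methods' t-test after Benjamini-Hochberg adjustment, to 2123 with a 2-fold threshold added, and to 686 with quantile normalization and RD adherent replicate 2 left out together. With 1 array left out it ranged from 495 without RD adherent replicate 2 to 15307 without RD spheres early replicate 1, and 15 of the 16 numbers were within 1.5 times the full count. The lone remaining adherent array is then assumed to vary like the other groups. Since the axis runs largely along the difference between RD adherent cells and spheres, the covariate removes part of any true difference too. The cause of the other changes was not tested.

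For Rh36 spheres against adherent cells, 533 features became 1607 with array weights, 1038 with the axis as a covariate, 347 with spheres as 1 group, 2684 with the methods' t-test at its threshold, 187 with that test after adjustment and 244 with a 2-fold threshold added. With 1 array left out the range was 145 to 659. The share of higher calls was 29.8%, and 14.3% after median centring.

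Early RD spheres against adherent cells gave 1460 features, but 619 after median centring, 20 with array weights, 55 with the axis as a covariate, 93 with only RD arrays, and 30 to 11086 with 1 array left out. Intermediate RD spheres gave 1145, but 680 after median centring, 398 with array weights, 99 with the axis, 148 with only RD arrays, and 75 to 9023 with 1 array left out. Late RD spheres gave 14518, but 60 with the axis, and 888 without RD spheres late replicate 2 to 15910 without RD adherent replicate 1. The extremes for early and intermediate spheres came without RD spheres early replicate 2, without RD spheres intermediate replicate 2 and, for both highest values, without RD adherent replicate 1.

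Late against early RD spheres gave 17 features, 8 with array weights, 5 with only RD arrays and 10 to 28 with 1 array left out. Late against early Rh36 spheres gave 16, with 6 after median centring, 30 without the dim features, 29 with an intensity trend, 2 with array weights, 1 with only Rh36 arrays, and 0 without Rh36 spheres late replicate 2 to 31 without Rh36 spheres early replicate 1. At an unadjusted p under 0.05 limma counted 2473 features here in the full set and 1499 without Rh36 spheres late replicate 2.

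The difference between the sphere effects of both lines was called in 10812 features, in 5310 after quantile normalization, in 4808 after median centring, in 156 with the axis, and in 347 to 14289 with 1 array left out. The share with the higher change in RD was 26.2%, 50.5% and 69.3% in the first 3 of these. The mean sphere effect of both lines was called in 1678 features, in 1116 with array weights, in 620 with the axis, and in 489 without Rh36 adherent replicate 1 to 4895 without RD adherent replicate 1. RD and Rh36 arrays differed in 4557 features, in 6993 with the axis, and in 3729 to 4919 with 1 array left out.

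Of the lists without a test, the RD list of 2166 features became 4767 when 2-fold in at least 1 passage group was asked for, 1094 when 2-fold in every passage group was, and ranged from 1175 without RD adherent replicate 2 to 5278 without RD adherent replicate 1. Its higher and lower features were 2623 and 193 after median centring, against 1465 and 701. The Rh36 list of 322 became 1153 and 173 under the same 2 changes and ranged from 321 to 462 with 1 array left out.

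The distance between lines exceeded that within lines under each alternative run and with each array left out, where the difference ranged from 0.0174 to 0.0233 (permutation tests, highest p = 0.0017). The first division of the tree placed 10 of 16 arrays with their own line, 16 with centred features or with the 1000 features of largest variance, and, with 1 array left out, from 9 to 15 of 15.

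The replicate number as a block changed the counts by over 1.5 times in 3 comparisons, to 595 for early RD spheres, 647 for intermediate RD spheres and 1786 for RD against Rh36 arrays, and left the others within 1.5 times, with 13264 for RD and 397 for Rh36 spheres. Whether the numbers pair the cultures was checked by correlating the differences between replicates 2 and 1 of each 2 groups of a line across features. These ran from -0.50 to 0.42, and 3 of 12 were over 0.1, so the cultures share only a number and the block has no meaning as a pairing.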

Differences from the paper's values

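The paper states that RD and Rh36 cells cluster with their own spheres. Its text does not name the distance, the linkage or the features used, so the settings here may differ from its own. With average linkage on 1 minus Pearson's r over all features, which were set before the data were examined, the first division of the tree separated the 2 RD adherent arrays from the other 14, and 10 of 16 arrays were placed with their own line. Euclidean distance and 1 minus Spearman's rho gave 10 as well, and complete linkage gave 9, with RD adherent replicate 2 alone on one side. Centring each feature before the correlation, and using the 1000 features with the largest variance, both also set beforehand, placed all 16 arrays with their own line.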

Other observations

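Of the tests in this part, those of RD adherent replicate 2 alone, of array brightness and of the replicate differences after quantile normalization, and the fit with the axis as a covariate, were chosen only after the result had been seen.

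In RD spheres 14099 features, or 53.3% of all, differed from adherent cells. In a separate fit of 2 groups to the 8 RD arrays, adherent cells against spheres gave 12142 calls. No other division into 6 and 2 gave as many (1 of 28). Divisions that keep a pair of replicates together are favoured, so this rank does not exclude chance. The large number rests on RD adherent replicate 2. Without it 495 features were called and without RD adherent replicate 1 there were 15172. The RD sphere effect correlated across features with the difference between the 2 Rh36 late replicates, which share no array with it, with r = 0.67, and 106 features were called with each array's position on that axis as a covariate. A candidate explanation is thus that much of the RD change lies along an array-wide axis that also separates replicates of 1 condition. Whether dim features near background account for the falls was not decided. Of the lower calls, 56.6% lay in features dimmer than the median, but the share called lower was not highest in the dimmest features. Over 4 groups of equal size from dim to bright it was 33.4%, 53.9%, 48.9% and 18.1%. Features already near the lowest intensity have little room to fall, so these shares cannot exclude the explanation. The share called higher was 1.7%, 6.7%, 13.7% and 37.0%, so the balance of directions went along with brightness. After quantile normalization 50.8% of the falls were still called, which does not bear on nearness to background. A biological change in RD spheres along the same axis stays open, since cell culture and axis run together in RD.

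The same axis bears on the passages. The difference between late and early RD spheres, of which 17 features were called directly, correlated across features with the Rh36 late pair with r = 0.47. The higher count in late than in early spheres against the same adherent arrays may therefore in part reflect where these arrays lie on the axis. Without RD spheres late replicate 2 the late count was 888, and without RD spheres early replicate 1 the early count was 9317.

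An effect beyond the axis was sought in disjoint sets of RD arrays. Estimates from the replicate 1 arrays alone and from the replicate 2 arrays alone correlated across features with r = 0.70, and with r = 0.57 after the axis of the Rh36 late pair was removed from both. At least 2-fold changes in both sets went in the same direction in 572 features, 438 higher and 134 lower, and in opposite directions in 3. The 2 sets share no array, so their agreement argues against a change that rests on 1 adherent array alone. Whether sphere culture caused it stays open, since each set holds only 1 adherent array.

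Whether both lines share a sphere effect stays open, because the tests point in different ways. At least 2-fold changes occurred in both lines in the same direction in 60 features, 35 higher in both, where 5.04 would be expected by chance from the numbers in each line, and 25 lower in both, where 6.12 would be. In opposite directions 26 features changed, 22 of them higher in RD and lower in Rh36, where 12.8 would be expected. Among features called in both lines, 175 changed in the same direction and 92 in opposite directions. Over all features, however, the effects of the lines correlated with r = -0.16, and with r = -0.03 after removal of the axes. With the RD effect taken against adherent replicate 1 alone, r was -0.08. Among at least 2-fold changes in both lines, more features then again went in the same direction than in opposite directions. The mean effect of both lines in a fit with line and culture was called in 574 features, and 2 of 100 divisions of each line's arrays into 6 and 2, the real one included, gave as many. The other one gave 8928 calls. It set RD adherent replicate 2, RD early replicate 1, Rh36 early replicate 1 and Rh36 late replicate 1 apart from the rest, a mixture of cultures and passages. For RD against Rh36 arrays the real division was 1 of 100 to give as many as 3034 calls, and the largest of the others gave 192.

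The axis was also set against the brightness of the arrays. Over the 14 arrays that did not define it, the position on the axis of the Rh36 late pair correlated with the deposited median intensity with r = -0.96. After quantile normalization, which gives all arrays the same distribution, the positions still correlated with the deposited median with r = -0.95, and the difference between the RD adherent replicates correlated across features with that between the Rh36 late replicates with r = -0.47. The distribution of intensities alone thus does not account for the shared axis, although an array's median goes along with its position. The 2 arrays that define the axis differ in median too, at 102 and 90.2, so whether brightness or another property that changes with it is the source stays open.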
